A study of Drosophila melanogaster with 8 samples.

How the data were processed

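RNA was measured in dopaminergic neurons sorted by flow cytometry from the central brain of female Drosophila melanogaster. The cells carried the red fluorescent protein TdTomato under Th-GAL4, a driver that follows the tyrosine hydroxylase gene, and the labels give 2 ages: juvenile flies of 0 to 1 days and mature flies of 6 to 10 days. Each age has 4 libraries. Per the labels' protocols, brains were dissociated with enzymes and by pipetting, dead cells were marked with DAPI, brains without the driver set the fluorescence gate, and libraries were made with SMART-Seq v4, which amplifies full-length cDNA, and Nextera XT. No file of a library from the gating control was analysed here.

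The deposited values are whole-number read counts per gene, not normalized, in a file for each library. Each file opens with 4 summary lines, for unmapped reads, multimapping reads, reads in no annotated feature and reads shared between genes, followed by 3 count columns for each of 24228 genes: without regard to strand, and for each strand. This is the layout of the gene counts that the aligner STAR writes, but the labels state neither the aligner and its version, nor the genome build, the annotation, any trimming, or whether a count is a read or a read pair. The strand columns held 49.9% to 50.1% of the stranded counts each, so the column without strand was used, as fixed from the kit before the data were examined. The summary lines stayed out of library sizes and tests. Their shares of all reads ranged over the libraries from 31.2% to 63.6% for unmapped, 1.05% to 6.63% for multimapping, 2.46% to 33.7% for no feature and 1.88% to 4.13% for shared between genes. Counts without strand cannot separate genes that overlap, on the same or on opposite strands, and such reads fall into the shared class.

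Gene identifiers were matched to an Ensembl annotation of the BDGP6 assembly for names, exon lengths and gene classes: 24186 of the 24228 identifiers were found there and 23705 had a symbol. Because the build of the deposited counts is not stated, no coordinates are given. Of the genes on the fixed lists, Trh had no unique match and was left out.

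Total reads per library ran from 35394010 to 57309725, and counts assigned to genes from 10876944 to 27852655. Levels are given as CPM, gene counts scaled to a common total. At this depth counting error is small beside the spread between libraries for genes at 10 CPM or more. Reads of the same amplified molecule are not independent, so limits based on counts cover counting error only. For a count of 0 the upper limit given is 3 counts.

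Tests were run in R 4.3.3. Genes differing between the ages were tested with edgeR 4.0.16, using trimmed mean of M values (TMM) scaling, the default low-count filter by group, robust quasi-likelihood fits and quasi-likelihood F tests on all 8 libraries with age as the only term. P-values were adjusted by the Benjamini-Hochberg method over the 16983 genes kept, with a threshold of 0.05. Log2 fold changes are mature against juvenile, and standard errors were derived from the fold change and the F statistic. CPM values are scaled by the TMM factors, and means carry the standard deviation (SD) over 4 libraries. Gene sets (18 lists) were tested with camera of limma 3.58.1 at its preset correlation between genes on log2 CPM with a prior count of 2, with adjustment over the 18 sets, and again with fry and with camera at an estimated correlation. Camera is competitive: it compares a set with all other genes. Shares of reads and summed CPM of marker lists were compared with exact two-sided permutation tests of the difference in means, over 70 assignments of 8 libraries, so that the smallest p-value possible is 0.0286. Library similarity was described with principal components and Pearson correlations of log2 CPM across genes.

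The lists, the tests and the alternatives were fixed before the data were examined, except those said to be chosen later. The lists tested as sets were coenzyme Q biosynthesis, dehydrogenases other than complex I that reduce coenzyme Q, nuclear subunits of complexes I, III, IV and V, mitochondrially encoded proteins, dopamine synthesis and transport, voltage-gated ion channels, synaptic vesicle and active zone, axon guidance and synaptic partner recognition, ecdysone response, cytoplasmic and mitochondrial ribosomal proteins, glycolysis, antioxidant defence, heat shock and activity-regulated genes. The marker lists were glia, photoreceptors, fat body and haemocytes, neurons of other transmitters, the clock, and the roX RNAs of male dosage compensation. Lists of 185 chemoreceptor genes and 138 cuticle protein genes were added after the data were seen. The text names every member of the coenzyme Q biosynthesis and dopamine lists. It also names up to 5 genes per direction with the largest change among those past the threshold, with a mean of at least 10 CPM in the higher group and all 4 libraries of an age above all 4 of the other. The last group is the 3 further genes per direction with the smallest p-values. Genes for ribosomal RNA were left out of the last 2 groups.

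The procedure was tested on simulated data for this comparison, with counts drawn for the 16983 genes from the means, dispersions and library sizes of the 8 libraries and 200 genes changed. It recovered 0% of genes changed by 1 on the log2 scale, 2% at 2, 12% at 3 and 70% at 5, in 42 calls of which 0 were false. The changed set was called, and so was 1 of the 17 unchanged sets. Counts were drawn from means, dispersions and library sizes only, so genes that move together across libraries were not part of the simulation. When the real libraries were divided into other groups of equal size, camera called a median of 12 of the 18 sets. The simulated rates of recovered and false calls therefore do not give those of the real comparison.

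Alternatives covered the scaling (median-of-ratios factors as in DESeq2, library size alone), the low-count filter (none, or at least 5 CPM in at least 4 libraries), the tool (DESeq2 1.42.0, limma voom with sample weights), each strand column, leaving out mitochondrially encoded and ribosomal RNA genes, thinning to the smallest library, the replicate number as a block, and leaving out each library in turn. Chosen after seeing the data were leaving out the 3 libraries with a no-feature share over 10%, that share as a covariate, subtracting a background proportional to exon length, and the newer quasi-likelihood fit of edgeR. The background rate of a library was the median over the chemoreceptor genes of reads per kilobase of exon. Summed CPM of lists after subtraction kept the library sizes and TMM factors of the unsubtracted counts. A correction for GC content was not run, because no genome sequence was used here. The figures were drawn with matplotlib.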

Results

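The comparison asked how gene expression in central brain dopaminergic neurons differs between the first day of adult life and maturity. The title of the series ties these neurons to mitochondrial coenzyme Q redox balance and to early-life sleep, so the genes that make coenzyme Q, the enzymes that reduce it, the respiratory complexes and the dopamine genes were examined as lists beside all genes. There were 4 libraries from juvenile flies (0 to 1 days) and 4 from mature flies (6 to 10 days), reared at 25 °C. In the juvenile libraries 1 to 4, 23707248, 16048007, 27852655 and 17818271 counts were assigned to genes. In the mature libraries 1 to 4 these totals were 12315619, 10876944, 12281177 and 26931864.

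The libraries differed in where their reads fell. The share of all reads placed uniquely in no annotated feature was 2.68%, 16.9%, 6.10% and 3.28% in juvenile 1 to 4, and 2.46%, 31.1%, 33.7% and 4.69% in mature 1 to 4. Its mean was 7.23% ± 6.59 (SD, n = 4) in juvenile and 18.0% ± 16.7 (SD, n = 4) in mature libraries, with the ages overlapping (exact two-sided permutation p = 0.343, adjusted over 6 shares 0.686). With 70 assignments, a single share of the 6 could reach no adjusted p under 0.171, so these tests do not show the ages to be alike. The unmapped share was 43.8% ± 8.40 in juvenile and 41.3% ± 15.1 in mature libraries (SD, n = 4 each; exact permutation p = 0.771). The sign of that difference turned when juvenile 1, mature 3 or mature 4 was left out, at most to 0.79 percentage points. For the multimapping, shared-gene and gene-assigned shares the exact permutation p was 0.343, 0.686 and 0.371. Mitochondrially encoded genes took 11.9% ± 9.68 of gene counts in juvenile and 6.61% ± 7.76 in mature libraries (SD, n = 4 each; exact permutation p = 0.457). The highest shares were 25.7% in juvenile 4 and 18.2% in mature 4, and the other 6 libraries lay between 2.49% and 9.29%.

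**Figure D1:**
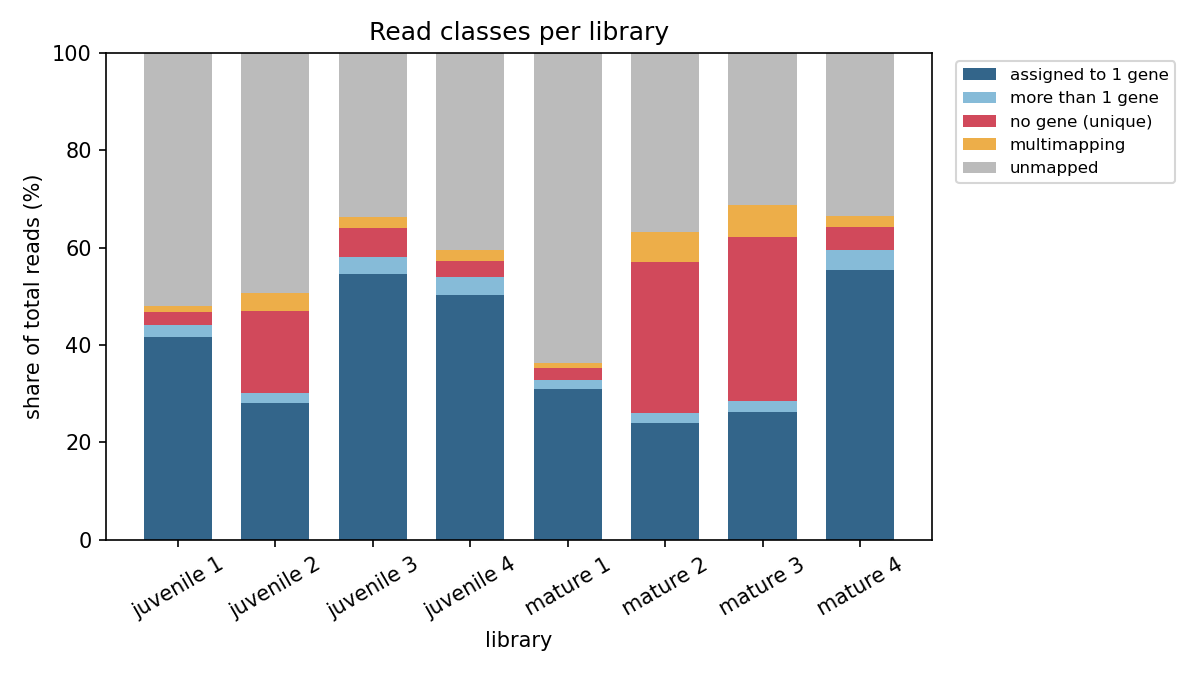
Stacked bars give, for each of the 8 libraries (x axis), the percent of total reads (y axis) assigned to 1 gene, shared by more than 1 gene, placed uniquely in no gene, multimapping and unmapped. The no-gene part reaches 16.9% in juvenile 2, 31.1% in mature 2 and 33.7% in mature 3, against 2.46% to 6.10% in the other 5 libraries.

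Juvenile 2, mature 2 and mature 3, the libraries with a no-feature share over 10%, also differed from the rest in expression. The first principal component of log2 CPM carried 65.3% of the variance, and its scores were 124, 193 and 195 in these 3 libraries and between -126 and -60.0 in the other 5. Pearson correlations of log2 CPM across genes, which are not independent replicates, were 0.903 to 0.980 among the 3 libraries, 0.849 to 0.968 among the other 5, and 0.606 to 0.884 between the 2 kinds. Mature 2 and mature 3 were the most alike pair (r = 0.980), with a chi-square per degree of freedom of 9.05 between their counts against at least 167 in the other pairs of the same age. That exceeds counting noise, but amplified libraries of the same RNA could exceed it too, so it does not show that the RNA was separate. They were kept as separate libraries because the labels give them as such, and leaving out mature 2 or mature 3 gave 15 or 16 genes past the threshold in the gene test, against 14. Within an age the correlations ran from 0.606 to 0.980, and between ages from 0.645 to 0.962. TMM factors ran from 0.378 in juvenile 4 to 3.44 in mature 3. This split crosses the ages unevenly, with 1 juvenile and 2 mature libraries in the smaller part. That part holds too few juvenile libraries for a test of its own, and results within the other part rest on 3 juvenile and 2 mature libraries.

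Genes of chemoreceptors (odorant, gustatory and ionotropic receptors), a list chosen after the data were seen, were read at a median of 6.03, 10.0 and 10.1 RPM (reads scaled to the uniquely placed reads of the library) per kilobase of exon in juvenile 2, mature 2 and mature 3. The same rate was 0.515 to 1.10 in the other 5 libraries. Applied to the exon length of every gene, the median rate amounted to 35.8%, 80.8% and 81.2% of the gene counts of these 3 libraries and to 2.08% to 4.62% in the others.

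The genes of dopamine synthesis and transport served as a check on the sort. The tyrosine hydroxylase gene ple (FBgn0005626) was read at 12628, 278, 2729 and 2722 CPM in juvenile 1 to 4 and at 8444, 70.7, 161 and 1638 CPM in mature 1 to 4. The group means were 4589 ± 5482 CPM and 2578 ± 3976 CPM (SD, n = 4 each). Its log2 fold change in mature against juvenile neurons was -0.83 (SE 1.49), with an adjusted p of 0.985 by edgeR's quasi-likelihood test, and it was lower by less than the spread between libraries. The 4 other genes did not pass the threshold either, with adjusted p between 0.985 and 0.997 in that test. Their log2 fold changes were -0.80 for Ddc (FBgn0000422), -0.72 for Pu (FBgn0003162), -0.36 for DAT (FBgn0034136) and -0.04 for Vmat (FBgn0260964). In mature 2 and mature 3 Pu was at 17.6 and 17.9 CPM, near the 15.4 and 15.3 that the chemoreceptor rate gives for its exon length. Its mature level and fold change therefore rest in part on background. No gene of the list passed the threshold (0 of 5), whether adjusted over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Without the 3 libraries of high no-feature share, the fold changes of Vmat and DAT turned positive, to 0.56 and 0.24. Leaving out juvenile 1 alone turned ple to 0.45. Pu overlaps a gene on its own strand, and Ddc, Vmat and Pu overlap genes on the opposite strand in the annotation used, so their counts can miss shared reads.

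**Figure D2:**
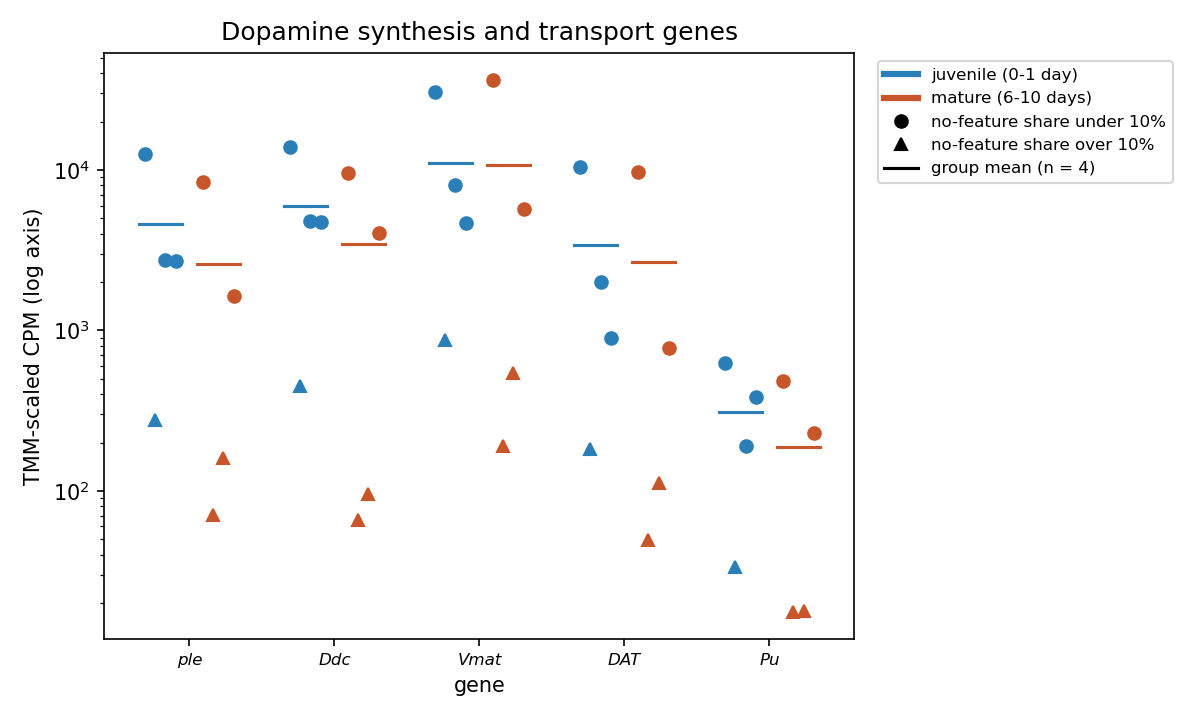
Points give the TMM-scaled CPM (log y axis) of 5 dopamine genes (x axis) in each library, blue for juvenile and orange for mature, triangles for libraries with a no-feature share over 10%, with a line at each group mean (n = 4). The 3 triangles lie lowest for every gene, as for ple at 278 CPM in juvenile 2 and 70.7 and 161 CPM in mature 2 and 3, and the ages overlap.

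Of 16983 genes tested, 14 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. All 14 were lower in mature neurons, and all changed by at least 2-fold. At an unadjusted p under 0.05 there were 201 genes, 34 higher and 167 lower in mature neurons. In 94 genes (0.553%) all libraries of an age lay above all of the other, where chance gives 2.86%, and 11 of the 14 were among them. The biological coefficient of variation was 0.848. The count depended on the settings: limma voom with sample weights moved it most, to 15040 genes, while scaling by library size alone and thinning to the smallest library gave 0, with 35 and 158 genes at an unadjusted p under 0.05. Within the 5 libraries of low no-feature share 0 genes passed, with 539 at an unadjusted p under 0.05. Leaving out 1 library at a time gave from 0 genes (without mature 1, with 568 at an unadjusted p under 0.05) to 29 (without juvenile 2). The median log2 fold change over all tested genes was 0.24, and it was 0.05 with median-of-ratios scaling and 1.51 with library size alone, so a change of a gene or set is to be read against that shift.

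The largest changes were in Acp1 (FBgn0014454), CG7203 (FBgn0031942), Nplp3 (FBgn0042201), CG7214 (FBgn0031940) and CG8736 (FBgn0033308). Acp1, which encodes a cuticle protein, was read at 1986, 738, 1664 and 19602 CPM in juvenile 1 to 4. It had 0 counts in mature 1 and mature 4, which allow up to 0.376 and 0.221 CPM, and 2.14 and 3.35 CPM in mature 2 and mature 3. Those last values lie below the 6.14 and 6.11 CPM that the chemoreceptor rate gives for its exon length. Its fitted log2 fold change of -12.05 (SE 2.33, adjusted p = 0.0106 in edgeR) rests on counts at that floor and is not a measure of size. Over the alternatives its adjusted p ran from 2.88e-13 to 0.949. The fitted log2 fold changes of the others in that edgeR test were -9.96 for CG7203 (adjusted p = 0.0129), which had 0 counts in mature 4, -9.48 for Nplp3 (0.0151), -8.91 for CG7214 (0.0151) and -8.45 for CG8736 (0.0151). In mature 2 and mature 3 CG7203 (4.33 and 4.29 CPM against a rate of 5.22 and 5.20), CG7214 (7.32 and 8.76 against 7.45 and 7.42) and CG8736 (5.89 and 6.18 against 5.47 and 5.44) also lay near that floor, so their fold changes are not measures of size either. Nplp3 lay above it there (6.14 and 7.16 against 3.85 and 3.83 CPM). Their means were 2758 ± 3830, 3966 ± 6236, 2548 ± 2386 and 1165 ± 1545 CPM in juvenile libraries, and 2.75 ± 2.05, 5.56 ± 3.10, 5.27 ± 3.40 and 3.31 ± 3.17 CPM in mature libraries (SD, n = 4 each). All 5 were highest in juvenile 4, and each lay higher in every juvenile than in every mature library. CG7203 overlaps a gene on the opposite strand.

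The 3 next genes by p-value were Drs (FBgn0283461), which encodes the antifungal peptide drosomycin, CG13640 (FBgn0039237) and CG33939 (FBgn0047095). Drs was read at 125.2, 2.23, 123.5 and 4.90 CPM in juvenile 1 to 4 and at 0.886 to 3.37 CPM in mature libraries, with a log2 fold change of -4.87 (SE 0.98, adjusted p = 0.0129 in edgeR). CG13640 was read at 348 and 294 CPM in juvenile 3 and 4, at 4.91 and 4.13 CPM in juvenile 1 and 2, and at 0.752 to 4.74 CPM in mature libraries (log2 fold change -5.82, SE 1.25, adjusted p = 0.0151 in edgeR). Both therefore overlapped between the ages in at least 1 library, but only among the libraries of high no-feature share. For Drs juvenile 2 lay below mature 2 and mature 3, and for CG13640 it lay below mature 2. The chemoreceptor rate gives 2.26 CPM for Drs and 2.96 CPM for CG13640 in juvenile 2. CG33939 was at 63.6 ± 94.2 CPM in juvenile and 2.97 ± 2.18 CPM in mature libraries (SD, n = 4 each; log2 fold change -4.40, SE 0.95, adjusted p = 0.0151 in edgeR). In mature 2 and mature 3 all 3 genes lay little above the chemoreceptor rate. Drs was at 3.37 and 2.87 CPM against 2.77 and 2.76, and CG13640 at 4.74 and 3.98 against 3.63 and 3.61. CG33939 was at 5.04 and 4.66 against 3.96 and 3.94. Their fold changes therefore rest in part on background and are not measures of size. The other 6 genes past the threshold, named after their values were seen, were Pdh, CG4000, Cpr49Ag, se, CG6870 and Vajk2, with log2 fold changes from -7.74 for Pdh to -4.11 for se. In each of the 14 genes, juvenile 1, 3 and 4 lay above mature 1 and mature 4, and the fold change stayed negative under every alternative run.

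**Figure D3:**
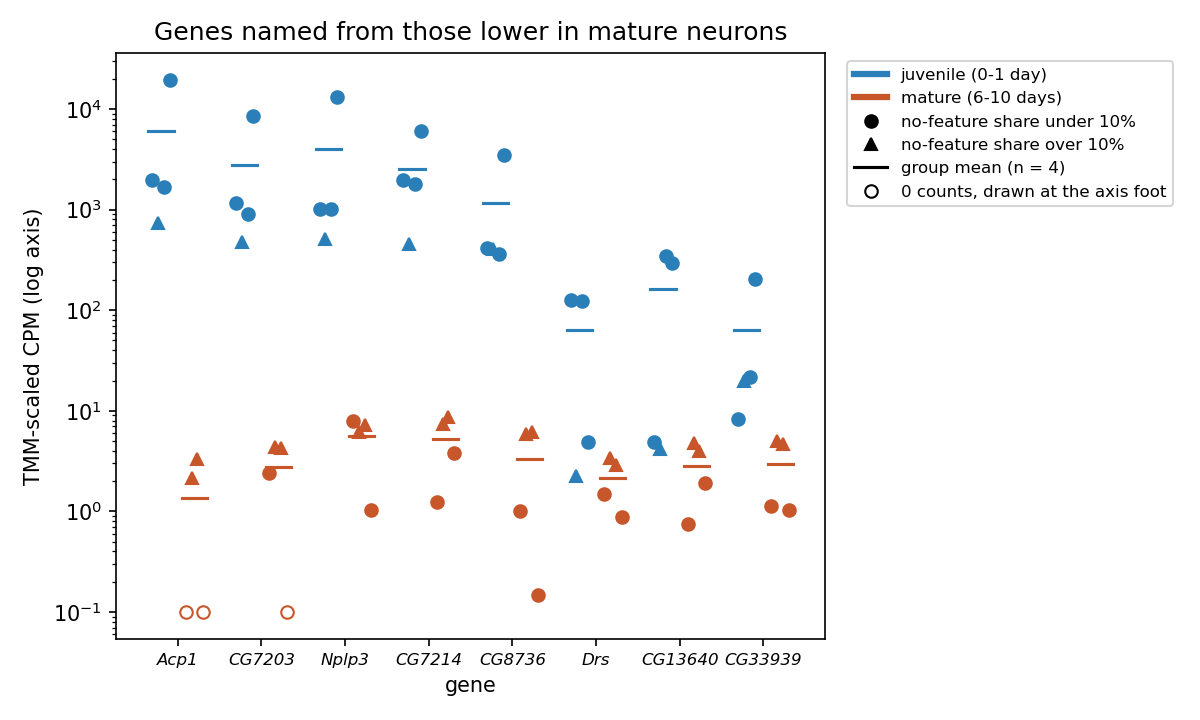
Points give the TMM-scaled CPM (log y axis) of 8 genes with lower levels in mature neurons (x axis) in each library, blue for juvenile and orange for mature, triangles for libraries with a no-feature share over 10%, with a line at each group mean (n = 4) and open symbols at the foot of the axis for 0 counts. Juvenile 4 is the highest library for Acp1 at 19602 CPM, and for Drs juvenile 2 at 2.23 CPM lies among the mature libraries.

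No gene was higher in mature neurons past the threshold. The smallest p-values in that direction belonged to Antdh (FBgn0026268; log2 fold change 3.37, SE 0.90, adjusted p = 0.143), Cyp6g1 (FBgn0025454; 2.88, SE 0.84, adjusted p = 0.282) and Drsl5 (FBgn0035434; 2.97, SE 1.01, adjusted p = 0.945) in edgeR's test. All 3 were highest in mature 1, at 195, 98.5 and 27.3 CPM. Antdh was at 5.81 to 12.7 CPM in the other mature libraries and at 2.64 to 11.3 CPM in juvenile libraries. In mature 2 and mature 3 Antdh was at 6.91 and 5.81 CPM, near the chemoreceptor rate of 6.80 and 6.77 for its exon length. Cyp6g1 was at 17.5 and 15.0 CPM there, near a rate of 14.8 in both. Drsl5 had 0 counts in mature 4, which allow up to 0.221 CPM, below the 0.513 to 2.30 CPM of the juvenile libraries. Without mature 1 the log2 fold changes of Antdh, Cyp6g1 and Drsl5 dropped to 0.60, 1.36 and 1.18, so they rest largely on that library. Antdh passed the threshold without juvenile 2, mature 2 or mature 3 (adjusted p = 0.0227, 0.0461 and 0.0451), and Drsl5 passed with median-of-ratios scaling (0.0268). Over all alternatives the adjusted p of Antdh ran from 0.00173 to 1.00, and that of Drsl5 from 4.47e-05 to 1.00. Each of the 3 also passed with voom. Cyp6g1 overlaps a gene on the opposite strand.

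For coenzyme Q biosynthesis, 10 of 11 genes were tested. Coq4 (FBgn0052174) was removed by the low-count filter, at 0.374 ± 0.340 CPM in juvenile and 0.866 ± 0.632 CPM in mature libraries (SD, n = 4 each). In mature 2 and mature 3 Coq4 was at 1.21 and 1.54 CPM, far below the 28.1 and 28.0 CPM that the chemoreceptor rate gives. Its reads may be lost to the shared class, so these values are not a measure of its level. No gene passed the threshold (0 of 10), either adjusted over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. In the list, 7 were lower and 3 higher in mature neurons. The smallest p-value was that of Coq9 (FBgn0050493), at 44.1 ± 16.6 CPM in juvenile and 16.6 ± 8.66 CPM in mature libraries (SD, n = 4 each; log2 fold change -1.41, SE 0.81, adjusted p = 0.985 over all genes and 0.816 over the list in edgeR). The log2 fold changes of the others were -1.05 for Coq3 (FBgn0032922), -0.93 for CG9410 (FBgn0033086), -0.59 for qless (FBgn0051005), -0.38 for Coq6 (FBgn0031713), -0.22 for Coq7 (FBgn0029502), -0.19 for Pdss2 (FBgn0037044), 0.13 for Coq5 (FBgn0030460), 0.35 for Coq8 (FBgn0052649) and 0.64 for Coq2 (FBgn0037574). Their standard errors lay between 0.76 and 1.25, so each difference was within the spread between libraries. In mature 2 and mature 3 Pdss2, Coq2, Coq3, Coq6, Coq8 and Coq9 lay below the level that the chemoreceptor rate gives for their exon length, as for Coq9 at 8.80 and 10.7 CPM against 11.3 and 11.2. Their mature means and fold changes therefore rest in part on background and are not measures of level or size. Near that level were also qless in mature 2 and mature 3 (27.3 and 26.8 CPM against 23.0 and 22.9) and, in mature 3, Coq5 (9.70 against 9.60) and CG9410 (8.27 against 7.10). In juvenile 2 Pdss2 (10.05 CPM against 11.6), Coq2 (8.65 against 9.58) and Coq8 (14.4 against 13.3) lay near or below it, so juvenile means hold background too. With voom 9 of them passed over the list. The most abundant, Coq7, was read at 281, 104, 332 and 916 CPM in juvenile 1 to 4 and at 246, 36.0, 13.4 and 1109 CPM in mature 1 to 4. Coq9 and Coq4 overlap a gene on the same strand, and Pdss2, Coq2, Coq3, Coq6 and Coq7 overlap genes on the opposite strand.

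Among the 11 other dehydrogenases that pass electrons to coenzyme Q, 0 passed the threshold over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Of these genes 8 were lower in mature neurons, and log2 fold changes ran from -0.95 to 1.30. The smallest unadjusted p was 0.152 by the quasi-likelihood test of edgeR. Both that p and the 1.30 belong to Gpo2. It was at 12.7 and 13.3 CPM in mature 2 and mature 3, against 2.51 and 4.65 CPM in mature 1 and mature 4. In juvenile 2 it was at 6.86 CPM, against 1.90 to 2.73 CPM in the other juvenile libraries. Gpo3 (0.83) was likewise highest in juvenile 2, mature 2 and mature 3, so both rises may rest on background.

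Of the 18 gene sets, 16 were called by camera, each lower in mature neurons relative to the other genes. Median log2 fold changes were -1.31 for glycolysis, -1.21 for complex IV, -1.17 for complex V, -1.11 for complex III and -1.01 for complex I nuclear subunits, with all 12 glycolysis genes lower. They were -0.98 for heat shock, -0.82 for synaptic vesicle and active zone, -0.72 for dopamine synthesis and transport, -0.67 for mitochondrially encoded proteins, -0.61 for mitochondrial ribosomal proteins, -0.61 for antioxidant defence and -0.60 for voltage-gated ion channels. They were -0.41 for ecdysone response, -0.36 for cytoplasmic ribosomal proteins, -0.36 for axon guidance and -0.30 for coenzyme Q biosynthesis (limma camera, adjusted p = 0.0334 for the last, 7 of 10 genes lower). The dehydrogenases that reduce coenzyme Q (-0.33, adjusted p = 0.0513) and the activity-regulated genes (0.04, adjusted p = 0.172) were not called by limma's camera. With library size alone, where the median of all genes was 1.51, the medians of coenzyme Q biosynthesis, its reducing dehydrogenases, ion channels, axon guidance, ecdysone response and cytoplasmic ribosomal proteins turned positive, from 0.028 for the last to 0.53 for ecdysone response. Camera, which compares with the other genes, still called 15 sets there, all of them lower. None of the 16 calls held under fry (0 sets, adjusted p from 0.467 to 0.556 in limma) or with an estimated correlation (0 sets, 0.330 to 0.575 in limma). Without the 3 libraries of high no-feature share camera called 2 sets: glycolysis, lower at -0.74 (limma adjusted p = 0.0120), and cytoplasmic ribosomal proteins, which turned higher at 0.18 (limma adjusted p = 0.00465). The other 15 sets called over 8 libraries did not keep both call and direction there. Over all alternatives the adjusted p of glycolysis ran from 2.01e-18 to 0.467, and that of cytoplasmic ribosomal proteins from 4.65e-27 to 0.467.

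**Figure D4:**
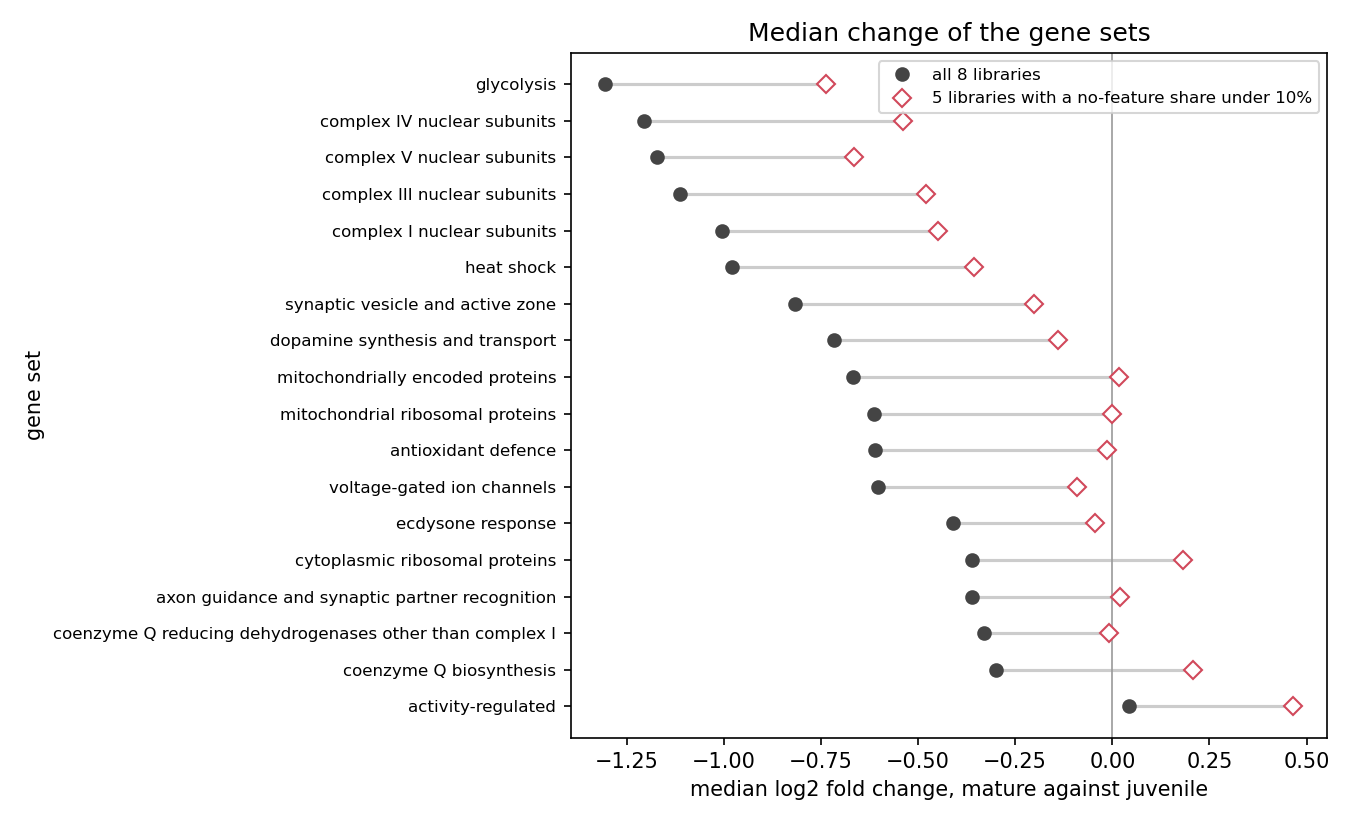
Each line is a gene set (y axis) with its median log2 fold change in mature against juvenile neurons (x axis), as a filled circle for all 8 libraries and as an open diamond for the 5 libraries with a no-feature share under 10%. All 18 diamonds lie to the right of their circles, as for coenzyme Q biosynthesis at 0.21 against -0.30.

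No marker list of other cells had an adjusted p under 0.229 over the 6 lists, where a single list with the ages fully apart could reach 0.171 at best, so a difference is not excluded. The summed CPM of glial markers was 1639 ± 941 in juvenile and 835 ± 691 in mature libraries (SD, n = 4 each; exact permutation p = 0.2). Markers of neurons with other transmitters summed to 2641 ± 1216 and 947 ± 827 CPM (SD, n = 4 each; exact permutation p = 0.0857). Photoreceptor markers summed to 539 ± 112 and 398 ± 87.1 CPM (SD, n = 4 each; exact permutation p = 0.114), fat body and haemocyte markers to 372 ± 85.4 and 358 ± 111 CPM (exact permutation p = 0.886), and clock genes to 1247 ± 375 and 827 ± 612 CPM (exact permutation p = 0.286). The roX RNAs, which males express, summed to 17.1 ± 7.76 and 42.3 ± 23.1 CPM (SD, n = 4 each; exact permutation p = 0.0571). Over the alternatives the unadjusted exact permutation p of the roX RNAs ran from 0.0286 to 0.171. Library size scaling turned the photoreceptor, fat body and clock differences positive. Within the 3 juvenile and 2 mature libraries of low no-feature share, exact permutation p-values of these lists ran from 0.1, the smallest that 10 assignments can give, to 0.8.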

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

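For each measure and age, the highest or lowest of the 4 libraries was compared with its neighbour. In 14 of 86 such groups a library stood apart by Dixon's criterion at 95%, where chance gives about 4.3, or 1 in 20. The groups share libraries and are not independent: 6 of the 14 belong to juvenile 4, 4 to mature 1 and 4 to mature 4. In mature libraries the criterion is met easily, because mature 2 and mature 3 are nearly alike. The tests in this part were chosen after the results were seen, except that of fat body markers, and the background subtraction it uses was added after the data were seen. Each library shares its age with the others of its group, so no biological explanation was tested within a group.

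Juvenile 4 lay far above juvenile 1 to 3 in Acp1 (19602 CPM), CG7203 (8487 CPM), Nplp3 (13312 CPM), CG8736 (3483 CPM) and CG33939 (204.6 CPM), and in the summed CPM of cuticle protein genes (6004 CPM, against 938 to 1006 in the other juvenile libraries). Juvenile 4 also had the highest share of mitochondrially encoded genes, 25.7%, so its scaling was examined. As a share of gene counts, without TMM factors, juvenile 4 still exceeded the next juvenile library by 1.88 to 5.78 times in the 5 genes, with a median of 3.88, which argues against the scaling as the whole cause. A larger share of cuticle-forming cells or of their RNA in that dissection is a candidate explanation that stays open. Its test between the ages (exact permutation p = 0.0286) depends on the scaling after background subtraction and is given with the other observations.

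In mature 4, 18.2% of gene counts came from mitochondrially encoded genes, against 2.49% to 3.07% in the other mature libraries. After background subtraction the shares in mature 1 to 4 were 3.15%, 13.7%, 13.2% and 18.8%, so that mature 4 stood at 1.37 times the next library. Background reads in mature 2 and mature 3 may therefore have set mature 4 apart from these 2 libraries, while the low share of mature 1 stays open. Mature 4 also had 26.9 M gene counts (26931864), 2.19 times those of the next mature library. Its total reads were only 1.04 times those of the next, which argues against deeper sequencing. A larger share of its reads was assigned to genes, 55.4% against 23.9% to 31.0%.

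Fat body and haemocyte markers summed to 193 CPM in mature 4, below the 402 to 433 CPM of the other mature libraries. Subtraction of a background proportional to exon length took mature 2 and mature 3 from 404 and 433 CPM to 7.32 and 13.2 CPM. Most of their reads in these genes may therefore be background. Mature 4 then lay above the lowest mature library (101 against 7.32 CPM, a ratio of 13.8). These sums kept the scaling of the unsubtracted counts, which lowers mature 2 and mature 3. Whether mature 4 is low among the reads that remain is therefore not decided. Mature 1, at 331 CPM after subtraction, stayed above mature 4, and the reason was not tested.

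In mature libraries, Coq3 was highest in mature 4 (61.3 CPM), and Vmat (36536 CPM), DAT (9664 CPM), Antdh (195 CPM) and Cyp6g1 (98.5 CPM) were highest in mature 1. Mature 1 and mature 4, both with a low no-feature share, differed in the 5 genes by at least 5.14 times. The genes were singled out for such a gap, so the ratio does not decide whether background reads in mature 2 and mature 3 had a part. For Vmat and DAT the ratios were 6.42 and 12.5, and juvenile 1 likewise exceeded the other juvenile libraries in both. A different share of dopaminergic neurons among the sorted cells may underlie these 2 genes. Mature 1 also exceeded mature 4 in ple (8444 against 1638 CPM), in ple relative to elav (29.0 against 6.44) and in Ddc (9529 against 4056 CPM), and was lower in glial markers (992 against 1750 CPM) and in markers of other transmitters (1171 against 2022 CPM). It was higher, however, in photoreceptor markers (518 against 406 CPM) and fat body markers (402 against 193 CPM), and with 1 library on each side the share stays open. For Antdh and Cyp6g1, with ratios of 15.4 and 12.4, and for Coq3 no other explanation was tested.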

How the results depend on the processing

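Chosen after seeing the data were 4 alternatives: leaving out juvenile 2, mature 2 and mature 3, the no-feature share as a covariate, background subtraction, and the newer edgeR fit. The planned correction for GC content, alone and with the replicate block, was not run, because no genome sequence was used here. Where no cause is given for a change, the cause was not tested.

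The 14 genes past the threshold, all changed by at least 2-fold, were 22 with median-of-ratios scaling (1 higher in mature neurons), 18 without a filter, 30 with DESeq2 (which gave no adjusted p for 8068 genes), 14 without mitochondrially encoded and ribosomal RNA genes, 18 with the newer edgeR fit and 2 after background subtraction. There were 0 with library size alone, the strict filter, the first strand column, the second strand column, thinning, the 3 libraries left out and the covariate. At an unadjusted p under 0.05 these gave 35, 67, 139, 150, 158, 539 and 1022 genes. Strand columns and thinning hold fewer counts (with thinning the adjusted p of Acp1 was 0.0532 against 0.0106, in a range over the alternatives of 2.88e-13 to 0.949), and the 3 libraries left out leave 5. Voom with sample weights gave 15040 genes, 8961 of them higher and 13541 with at least 2-fold change. It weighted mature 2 and mature 3 at 13.6 and 14.5 and mature 1 and mature 4 at 0.0890 and 0.0769, and juvenile 3 at 7.07 against 0.244 to 0.726 for the other juvenile libraries, so that this fit rests on the pair of libraries with the highest no-feature share against juvenile 3. With voom, 9 coenzyme Q biosynthesis genes, 11 coenzyme Q reducing dehydrogenases and 5 dopamine genes passed over their lists, and 0 did so in every other fit. Across the 8 fits that each left out a library, the count ran from 0 (without mature 1, with 568 genes at an unadjusted p under 0.05) to 29 (without juvenile 2), with 0 to 1 genes higher. All 14 genes stayed lower in mature neurons in each of the 23 alternatives. The 8 of them chosen by rule kept their call in 85 fits and lost it in 99, counted over genes and alternatives. Among all named genes and the alternatives that kept every library or left out 3, the direction and call stayed the same in 280 cases, 64 were weaker, 16 stronger and 28 turned sign. For the sets these numbers were 201, 76, 4 and 24.

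Same-numbered libraries of the 2 ages deviated from their group means with correlations across genes of 0.73, 0.87, -0.34 and 0.42 for the numbers 1 to 4. The labels do not say what a number marks, 1 of the 4 values is negative, and juvenile 2 deviated as much with mature 3 (0.87) as with mature 2. By chi-square per degree of freedom between counts, the same-numbered mature library was the closest to juvenile 1 (51.9), juvenile 2 (180) and juvenile 4 (190). For juvenile 2, mature 3 was nearly as close (193). For juvenile 3 the value was 677 with mature 3 and 150 with mature 1. A pairing is therefore neither shown nor excluded, and the libraries were treated as unpaired. With the replicate number as a block, 22 genes passed and all 22 changed by at least 2-fold, 805 genes had an unadjusted p under 0.05, 17 sets were called, the coenzyme Q reducing dehydrogenases passed at a median of -0.75, and the activity-regulated set turned to -0.74.

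Gene set calls numbered 16. Under fry and with an estimated correlation they were 0, at unchanged medians: coenzyme Q biosynthesis -0.30, complexes I, III, IV and V -1.01, -1.11, -1.21 and -1.17, mitochondrially encoded proteins -0.67, dopamine genes -0.72, ion channels -0.60, synaptic vesicle -0.82, axon guidance -0.36 and ecdysone response -0.41. Without the 3 libraries 2 sets were called, glycolysis as lower and cytoplasmic ribosomal proteins as higher. Coenzyme Q biosynthesis (0.21), mitochondrially encoded proteins (0.016), axon guidance (0.021) and cytoplasmic ribosomal proteins (0.18) turned higher. Complexes I, III, IV and V (-0.45, -0.48, -0.54 and -0.67), dopamine genes (-0.14), ion channels (-0.090), synaptic vesicle (-0.20) and ecdysone response (-0.045) lost their calls. With the covariate 4 sets were called, with cytoplasmic ribosomal proteins as the 1 that was higher. Coenzyme Q biosynthesis (0.28), its reducing dehydrogenases (0.13), dopamine genes (0.22), cytoplasmic ribosomal proteins (0.21) and heat shock (0.0010) turned higher. Complexes III and IV (-0.70 and -0.83), mitochondrially encoded proteins (-0.055), ion channels (-0.25), synaptic vesicle (-0.35), axon guidance (-0.0031) and ecdysone response (-0.15) lost their calls. After background subtraction 1 set was called, cytoplasmic ribosomal proteins, and it was higher. Mitochondrially encoded proteins (0.059) and cytoplasmic ribosomal proteins (0.16) turned higher and activity-regulated genes lower (-0.094). Coenzyme Q biosynthesis (-0.21), complexes I, III, IV and V (-0.67, -0.74, -0.73 and -0.82), dopamine genes (-0.45), ion channels (-0.26), synaptic vesicle (-0.63), axon guidance (-0.15) and ecdysone response (-0.91) lost their calls.

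Library size alone moved the median of all genes to 1.51, and with it the medians of coenzyme Q biosynthesis (0.25), its reducing dehydrogenases (0.13), ion channels (0.12), axon guidance (0.31), ecdysone response (0.53) and cytoplasmic ribosomal proteins (0.028) to positive values. Relative to the other genes camera still called 15 sets, all lower. The reducing dehydrogenases gained a call, coenzyme Q biosynthesis and ecdysone response lost theirs, and the others kept it. With the strict filter coenzyme Q biosynthesis (-0.065), ion channels (-0.15) and axon guidance (-0.021) lost their calls and ecdysone response turned to 0.14. With DESeq2, coenzyme Q biosynthesis (-0.32), mitochondrially encoded proteins (-0.66), dopamine genes (-0.70) and ecdysone response (-0.49) lost theirs. The first strand column lost ecdysone response (-0.31), and the second lost it (-0.34) with coenzyme Q biosynthesis (-0.34) and gained the reducing dehydrogenases (-0.43). Those were also gained without a filter (-0.43) and with voom (-3.01). The activity-regulated set, at 0.04, turned to -0.0020 with median-of-ratios scaling, -0.027 without a filter, -0.0024 with DESeq2 and -2.49 with voom. Leaving out a library at a time, medians ran from -0.95 to 0.066 for coenzyme Q biosynthesis, -0.94 to 0.026 for the reducing dehydrogenases, -3.34 to 0.66 for mitochondrially encoded proteins, -2.56 to 0.45 for dopamine genes, -1.11 to -0.26 for ion channels, -0.75 to -0.14 for ecdysone response, -1.63 to 0.44 for cytoplasmic and -2.03 to 0.16 for mitochondrial ribosomal proteins and -1.09 to 0.32 for activity-regulated genes. They ran from -2.27 to -0.14, -2.53 to -0.50, -2.57 to -0.17 and -2.38 to -0.31 for complexes I, III, IV and V, each lowest without mature 4 and highest without juvenile 4. For synaptic vesicle the range was -1.69 to -0.44, for axon guidance -1.16 to -0.065, for glycolysis -2.23 to -0.85, for heat shock -1.83 to -0.39 and for antioxidant defence -1.41 to -0.17. All 9 of these sets kept their calls in each of these fits.

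Among coenzyme Q genes, none of which passed over all 8 libraries, signs turned as follows. With library size alone qless was 0.63, Pdss2 0.47 and Coq6 0.029. With the strict filter qless was 0.070 and Pdss2 0.15. Coq5 was -0.011 without a filter, -0.039 with the first strand column and -0.96 with voom, where Coq2 was -0.78. Without the 3 libraries Pdss2 was 0.26, Coq6 0.16 and Coq7 0.40. With the covariate these were 0.36, 0.38 and 0.20. After background subtraction qless was 0.19, Coq7 0.074 and Coq8 -0.097. Leaving out a library gave -0.91 to 0.14 for Pdss2, -0.11 to 0.96 for Coq2, -0.44 to 0.46 for Coq5, -0.97 to 0.0064 for Coq6, -2.06 to 0.45 for Coq7 and -0.18 to 0.61 for Coq8. Among dopamine genes, Vmat was 0.14 with library size alone, 0.013 with the strict filter, 0.0029 with thinning, 0.56 without the 3 libraries, 0.77 with the covariate and 0.24 after background subtraction. DAT was 0.24 without the 3 libraries and 0.62 with the covariate, where ple was 0.19 and Pu 0.22. Leaving out a library gave -3.07 to 0.45 for ple, -2.25 to 0.046 for Ddc, -2.56 to 1.26 for Vmat and -3.66 to 1.37 for DAT, with the lowest value without mature 1 and the highest without juvenile 1.

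The first principal component carried 84.1% of the variance with library size alone, against 65.3%. With that scaling the differences in summed CPM turned to 276 for photoreceptor, 472 for fat body and 23.4 for clock markers. As the mean of log2(CPM + 1), photoreceptor markers differed by 0.13 and fat body markers by 0.016. Leaving out a library gave -41.0 to 41.1 for fat body markers, 14.5 to 32.7 for the roX RNAs and -10.02 to 0.79 percentage points for the unmapped share.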

Other observations

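Chosen after the data or results were seen were the list of chemoreceptor genes and every test that rests on it, leaving out the 3 libraries of high no-feature share, that share as a covariate, background subtraction, the tests of depth against the no-feature share, of juvenile 4 alone, of the cuticle protein genes, of ple among libraries of low no-feature share, with and without mitochondrial transcripts, the random lists, and the division of the called sets into parts.

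The 3 libraries with a no-feature share over 10% may contain genomic DNA. Reads per kilobase at the median chemoreceptor gene, which brain neurons hardly use, were in each of them at least 5.5 times the highest value in the other 5 libraries. Of the chemoreceptor genes, 89.7% lay above their highest rate in those 5 libraries, which argues against unspliced RNA of genes that the neurons use. Chemoreceptor genes on the X chromosome were read at 1.01, 0.933 and 0.916 times the rate of autosomal ones in the 3 libraries, as a female genome would give. Y-linked protein-coding genes reached at most 0.115% of the rate of chemoreceptor genes, which argues against male cells. Among the other 5 libraries, 3 had more total reads than the smallest of the 3, which argues against depth. Across genes, which are not independent replicates, the rank correlation of counts with exon length was 0.637, 0.787 and 0.805 in juvenile 2, mature 2 and mature 3, and 0.370 to 0.515 in the others. Whether little input RNA let the background through was not tested.

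The 14 genes lower in mature neurons are not set apart from other groupings of the libraries: 5 of the 35 splits into 4 and 4 gave as many genes, the real one included. Of these 5, 3 put juvenile 2, mature 2 and mature 3 on the same side and gave 4563, 5505 and 5400 genes, while the 2 other splits that keep these 3 libraries together gave 2 and 0. The remaining split joined juvenile 1 to mature 1, 2 and 3 and gave 14. Within the 5 libraries of low no-feature share, age gave 0 genes, with 539 at an unadjusted p under 0.05. The identity of the genes rests on more than the count. All 14 lay higher in juvenile 1, 3 and 4 than in mature 1 and mature 4, which argues against background reads in mature 2 and mature 3 as the cause, although the genes were chosen on all 8 libraries. In all 14 at least 1 of juvenile 1 to 3 lay above every mature library, and in 11 all of these did, which argues against juvenile 4 alone. Without juvenile 4, 2 of the 14 kept their call.

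Several of the 14 encode proteins of the cuticle, which is still being laid down after eclosion, and a candidate explanation is cuticle-forming cells, or RNA released from them, in the juvenile sorts. The list of 138 cuticle protein genes was drawn by gene name and does not hold Acp1. Its 136 genes other than those called, with background subtracted, summed to 760, 177, 715 and 4848 CPM in juvenile 1 to 4 and to 146, 73.4, 74.7 and 147 CPM in mature 1 to 4. The exact permutation p was 0.0286, the smallest the design can give, but the list was chosen after the genes had been seen. Subtracted counts were scaled by the library sizes and TMM factors of the unsubtracted counts. Background took 80.8% and 81.2% of gene counts in mature 2 and mature 3. That scaling lowers their sums relative to libraries with little background. The p-value therefore does not show the ages to be apart in the reads that remain. Without subtraction the exact permutation p of all 138 genes was 0.114, and background in mature 2 and mature 3 set them at 972 and 967 CPM. Within the 3 juvenile and 2 mature libraries of low no-feature share, that exact permutation p was 0.5, where 0.1 is the smallest possible. The sums there did not overlap, at 972, 1006 and 6004 CPM in juvenile and 280 and 304 CPM in mature libraries. How many of these genes the neurons themselves express is not known from these libraries, and a change within the neurons with age stays open and untested. Retinal cells cannot be told apart from no retinal cells: after subtraction, photoreceptor markers summed to 195 to 612 CPM in juvenile and 34.5 to 470 CPM in mature libraries (exact permutation p = 0.2, from 4 libraries each). The photoreceptor sums carry the same scaling, which lowers mature 2 and mature 3. That list holds photoreceptor markers only, so other cells of the retina were not tested. The rhodopsin gene ninaE was read at 3.30, 14.4, 71.5 and 92.4 CPM in juvenile and 83.2, 12.9, 12.6 and 13.1 CPM in mature libraries.

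The lower level of gene sets in mature neurons is likewise matched by other groupings: 13 of the 35 splits gave as many called sets. All 5 splits that keep juvenile 2, mature 2 and mature 3 together were among them, each with 17 or 18 sets. Without those 3 libraries, cytoplasmic ribosomal proteins were called in the opposite direction, at 0.18 (adjusted p = 0.00465). The same happened with the no-feature share as a covariate (0.21, adjusted p = 6.51e-05) and after background subtraction (0.16, adjusted p = 2.39e-07), where it was the 1 set called. Over all alternatives its adjusted p ran from 4.65e-27 to 0.467, so its lower level over 8 libraries may come from background reads. Of the 14 other called sets apart from glycolysis, 0 kept call and direction without the 3 libraries: 3 turned higher and 11 stayed lower. A lost call with 3 against 2 libraries does not decide, so background reads may have caused these 14 calls but are not shown to have. After background subtraction 13 of the 14 stayed lower, at -1.07 for heat shock, -0.91 for ecdysone response and -0.63 for synaptic vesicle, while the median of all genes moved from 0.24 to -0.34. With the no-feature share as a covariate, complex I (-0.68) and complex V (-0.94) kept theirs (adjusted p = 0.0493 and 0.0189), and what lowered them stays open. Over all alternatives their adjusted p ran from 2.61e-30 to 0.773 and from 4.11e-17 to 0.510. Their medians were -0.14 and -0.31 without juvenile 4, and -2.27 and -2.38 without mature 4. Glycolysis stayed lower without the 3 libraries, at -0.74, which argues against background as its only cause, and it kept its call with the covariate (-0.60, adjusted p = 0.0252). After background subtraction its adjusted p was 0.101 at -1.17, and fry and an estimated correlation did not call it; over all alternatives its adjusted p ran from 2.01e-18 to 0.467. Its median was -0.85 without juvenile 1 and -2.23 without mature 1. A change of glycolytic genes with age is a hypothesis these data leave open.

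Random lists of the same size and mean expression were drawn 10000 times for each called set to see whether genes of that level fall together. The medians of 8 sets lay below the middle 95% of their random lists: complexes I, III, IV and V, synaptic vesicle, mitochondrial ribosomal proteins, glycolysis and heat shock. For complex I the median of -1.01 compares with -0.66 to -0.38 in random lists. Random genes were drawn independently, while genes of a set can move together, so the random range may be too narrow for these sets. With an estimated correlation limma's camera called 0 sets (adjusted p from 0.330 to 0.575). The random lists therefore do not decide whether a common fall of all genes of that level covers these sets. They also say nothing of the background, which differs with exon length. Of the 8 other called sets, 0 lay below, so their lower level may be that common fall. Cytoplasmic ribosomal proteins lay above the range, at -0.36 against -0.59 to -0.40.

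The level of ple differed widely between libraries of the same age. Among those with a low no-feature share, the highest library exceeded the lowest by 4.64 times in juvenile and 5.16 times in mature flies, so dilution by background reads is not the only cause. As a share of gene counts, without TMM factors, these ratios were 7.07 and 6.64. With mitochondrially encoded and ribosomal RNA genes left out they were 5.42 and 5.60, which argues against those transcripts as the whole cause. Relative to the neuronal gene elav, ple stood at 60.0, 2.39, 10.9 and 12.97 in juvenile 1 to 4 and at 29.0, 1.43, 2.86 and 6.44 in mature 1 to 4. A different share of dopaminergic neurons in each sort may contribute, and cell numbers per sort were not used here.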
